A study of Mus musculus with 2 samples. Its data were reported in "Platelet-rich plasma-derived exosomes establishing a muscular proregenerative microenvironment through enhancing the viability of fibro-adipogenic progenitors" (2025).

How the data were processed

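RNA-seq was performed on primary mouse fibro-adipogenic progenitors (FAPs), the mesenchymal cells of skeletal muscle that can turn into adipocytes. The cells were treated with platelet-rich plasma (PRP) or with vehicle as control and were then cultured in adipogenic induction medium, which contained IBMX, dexamethasone and insulin. There was 1 library per group, which made 2 libraries in all. The sample labels name the treatment as PRP, whereas the text of the study describes the treatment before sequencing as exosomes isolated from the PRP of young donors. The 2 libraries are called PRP and control here, as they are labelled.

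Per the labels, RNA was extracted with TRIzol and libraries were built with a stranded mRNA kit. The authors trimmed the reads, aligned them to the mouse genome (mm10) with STAR and counted reads per gene with featureCounts. The deposited values are FPKM, that is reads divided by exon length and by the total of reads assigned to genes, as the authors computed them, for 44291 genes in each library. How the counts were turned into FPKM and which annotation release was used is not stated. Gene identifiers were matched to GENCODE release M21, whose coordinates are on GRCm38 (mm10), and 41492 of the 44291 genes (93.7%) had an entry there. The other 2799 genes carry identifiers of a different annotation release, so no coordinates are given for them.

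The FPKM values kept their full precision, which allowed the sequencing depth to be worked out. With the summed exon lengths of M21, 26406 of the 28160 genes above 0 that had a length (93.8%) came out as whole reads in both libraries, within 0.001 reads. The totals of assigned reads were 40120843 in the PRP library and 34139741 in the control library. Even read numbers were in excess, at 79.3% of the genes with up to 8 reads in the PRP library and 80.3% in the control library, as when the 2 mates of a pair are counted separately. Intervals were therefore computed on read numbers divided by 2. Each is an exact Clopper-Pearson 95% binomial interval of the PRP share of a gene's fragments, turned into the ratio of FPKM. For named genes without whole reads, the smallest read numbers that their ratio allows were used, and in counts of genes such genes have no interval. These intervals cover counting error only, compare the 2 libraries and not the treatments, and take no account of PCR duplicates. The recovered reads served for depth and for these intervals alone, and no test made for raw counts was run.

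The log2 fold change was log2(PRP FPKM + 1) minus log2(control FPKM + 1), for genes with a mean FPKM of the 2 libraries of at least 1. The pseudocount of 1 understates the change of genes with low values. With 1 library per group the differences have no replicate check, and no p-value across genes is given. For 20 gene lists written from general knowledge of pathways and cell types, the median log2 fold change of the tested genes was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, with the list's own genes left out of the draw. A percentile beyond the limits of 2.5 and 97.5 is taken as standing apart, as a description of these libraries. Lists with fewer than 5 tested genes are given as values. For the microRNAs let-7 and miR-16, which the study names as the active exosome cargo, the longest 3'UTR of each gene in M21 was searched for the 7-base seed match (CTACCTC and TGCTGCT), and random lists were matched on expression and 3'UTR length in 10 bins each. The reordered sites CTCCATC and TGTCGCT served as controls, of which the second contains CG, a rare dinucleotide.

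The gene lists, the tests and the rule for naming genes were fixed before the data were examined. Genes named are a panel of 18 genes that the study followed by other assays, the 5 highest and the 5 lowest fold changes among genes with a mean FPKM of at least 5, and the 3 members with the largest change in the list's direction for each list that stood apart. Any other gene is named as a member of a list or was chosen after its values were seen. The alternatives tried were pseudocounts of 0.1 and 5, no filter or a filter at a mean FPKM of 5, rescaling of each library to a common sum, centring on the median gene, the same rescaling with mitochondrial genes and the 50 most abundant genes left out of the sum, fold thresholds of 1.5 and 4, unmatched random lists and the mean in place of the median. Chosen after seeing the data were random lists matched also on GC content and exon length in 5 bins each, the removal of genes that share most of their exons with other genes, and lists without Tgfbr3.

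Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1. The procedures were tested on simulated data with counting error alone, that is without variation between cultures, PCR duplicates or overlapping genes. All reads of 25460 simulated genes were recovered (100%), all 200 genes with simulated changes had the right direction (100%), and 0.696% of 12929 unchanged genes came out at least 2-fold changed. Of 3000 simulated intervals, 95.4% held the true ratio. These shares are therefore no error rates for real cultures. Of 1000 lists of randomly drawn genes, 5.8% fell outside the percentile limits, which does not cover lists whose genes vary together. Of 50 lists of 20 genes shifted by -0.5 on the log2 scale, 100% fell under the lower limit.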

Results

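To examine how PRP changes gene expression in FAPs during adipogenic induction, RNA-seq profiles of 1 PRP-treated and 1 vehicle-treated culture were compared. The PRP library held 40120843 reads assigned to genes and the control library 34139741, a ratio of 1.18. Genes with an FPKM above 0 numbered 27459 in the PRP library and 26141 in the control library, and genes with an FPKM of at least 1 numbered 13462 and 13301. The 10 most abundant genes held 13.8% of the summed FPKM in the PRP library and 12.5% in the control library. Genes encoded by the mitochondrial genome held 2.06% of the summed FPKM in the PRP library and 3.70% in the control library. Neither group has a replicate, so every difference below is a difference between 2 libraries.

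A total of 13401 genes had a mean FPKM of at least 1. Across these genes the libraries correlated with a Pearson r of 0.972 on the log2(FPKM + 1) scale and a Spearman rho of 0.956, although genes are not independent replicates. The median log2 fold change was 0.01, and 95% of the genes lay between -0.74 and 0.89. In all, 379 genes (2.83%) changed at least 2-fold, of which 268 were higher and 111 were lower in the PRP library. The threshold moved this number most, to 1436 genes at 1.5-fold and to 26 genes at 4-fold. Whole reads in both libraries gave an interval of the read ratio for 298 of the 379 genes. It excluded no change for 256 of them, 182 higher and 74 lower, and included it for 42.

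**Figure D1:**
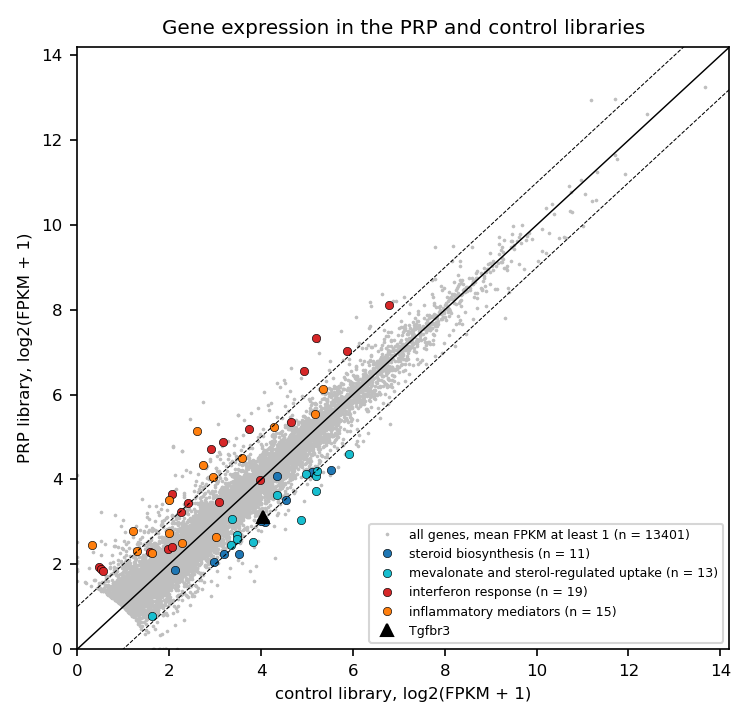
Expression of the 13401 genes with a mean FPKM of at least 1 in the control library (x axis) and the PRP library (y axis), both as log2(FPKM + 1), with the solid line at no change and the dashed lines at a 2-fold change. The 24 tested genes of the steroid biosynthesis list (11) and the mevalonate and sterol-regulated uptake list (13) lie below the solid line, the 19 tested interferon genes lie above it, and Tgfbr3 lies near the lower dashed line.

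The genes with the highest fold changes among those with a mean FPKM of at least 5 were mostly short or members of near-identical families. Trdj1, a T cell receptor joining segment of 51 bases (chromosome 14, 54123138 to 54123188), had 33 reads in the PRP library and 0 in the control library, which makes it at least 4.68-fold higher against the 3 fragments that a count of 0 allows. The interval of its ratio, which also counts the error of the 33 reads, starts at 3.28. Gsta1, a glutathione S-transferase gene (chromosome 9, 78230656 to 78242684), rose from 4.50 to 41.9 FPKM, and its neighbour Gm3776 (chromosome 9, 78257129 to 78269166) rose from 5.66 to 55.8 FPKM. As near-identical copies, Gsta1 and Gm3776 can share reads, so the split between them is uncertain. The same holds for both entries of the small nucleolar RNA Snord3b3, which rose from 3.27 to 26.5 FPKM and from 3.25 to 26.4 FPKM. Among the lowest were Gm55207 (2.06 FPKM in the PRP library against 13.3 in the control library) and Gm55194 (2.86 against 13.9), neither of which has an M21 entry. For Gm55207 the smallest read numbers that its ratio allows, 2 and 11, give an interval from 0.00308 to 1.17 that includes no change. Aspn, which encodes the matrix protein asporin (chromosome 13, 49544443 to 49567565), had 2.58 against 12.6 FPKM, a ratio of 0.204 (95% interval 0.166 to 0.249). Idi1, a gene of the mevalonate pathway (chromosome 13, 8885501 to 8892451), had 7.31 against 28.4 FPKM, a ratio of 0.258 (0.233 to 0.285). Its processed pseudogene Idi1-ps1 (chromosome 2, 53696121 to 53696804) had 3.46 against 18.8 FPKM, a value that is uncertain because the copies can share reads.

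The study followed Tgfbr3, which encodes the TGF-β co-receptor betaglycan, as the target of the exosomal microRNAs let-7f and miR-16. Tgfbr3 (ENSMUSG00000029287, chromosome 5, 107106570 to 107289629, minus strand) had 7.64 FPKM in the PRP library and 15.4 FPKM in the control library. The ratio was 0.494 (95% interval 0.457 to 0.534), from 2005 and 3451 reads. Its log2 fold change of -0.93 fell short of the 2-fold threshold at a pseudocount of 1, as it did after centring (-0.94). A pseudocount of 5 gave -0.69. The threshold was passed at a pseudocount of 0.1 (-1.01). It was also passed after rescaling to a common sum (-1.0003) and after rescaling without mitochondrial and top genes (-1.02). Among genes of similar expression Tgfbr3 lay at the 1.34th percentile. Of the candidates followed beside it, Runx1t1 was also lower (1.29 against 2.42 FPKM, ratio 0.532, interval 0.447 to 0.638). Sox6 had 28 and 14 reads, and its interval of 0.643 to 4.98 showed no detectable difference at this depth.

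Among the panel of 18 genes followed by the study, 16 had a mean FPKM of at least 1, with 11 lower and 5 higher in the PRP library. Cdc7 was near no change and moved to the lower genes, 12 in all, when the libraries were rescaled or centred. The master regulator of adipogenesis Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) was higher in the PRP library, at 8.69 against 6.55 FPKM (ratio 1.33, interval 1.15 to 1.53). The adipocyte gene Fabp4 was also higher (40.7 against 33.6 FPKM, ratio 1.21, interval 1.15 to 1.27). Lipoprotein lipase (Lpl) was lower (67.4 against 83.3 FPKM, ratio 0.810, interval 0.791 to 0.828). For Cebpa (ratio 1.11, interval 0.991 to 1.24), Plin1 (0.823, 0.661 to 1.03) and Krt10 (0.893, 0.731 to 1.10) the difference was within counting error. Leptin (Lep) had 2 and 6 reads, too few for a ratio. The gene for the secreted factor IGFBP6 (Igfbp6, ENSMUSG00000023046, chromosome 15, 102144362 to 102149511) was lower, at 96.0 against 122.9 FPKM (ratio 0.781, interval 0.736 to 0.828). The chemokine gene Cxcl9 (chromosome 5, 92321347 to 92328079) was higher, at 2.56 against 0.466 FPKM (ratio 5.50, interval 3.56 to 8.84). Of the proliferation genes, Ccnd1 (ratio 0.655), Cdk1 (0.715), Cdca3 (0.648) and Cenpa (0.5997) were lower by more than counting error. The intervals of Cdc20 (0.699 to 1.04) and Cdc7 (0.742 to 1.34) included no change.

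**Figure D2:**
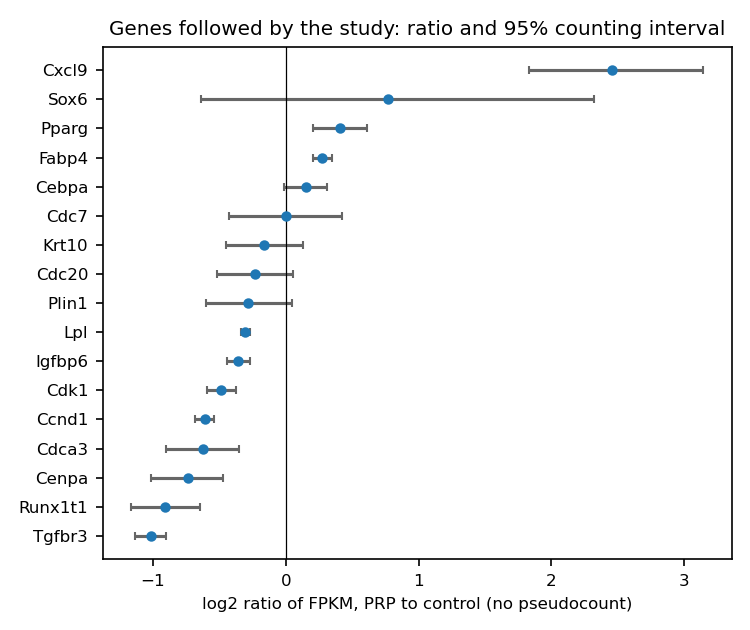
Log2 ratio of FPKM between the PRP and control libraries (x axis, no pseudocount) for the panel genes with more than 3 fragments in each library, with bars for the exact 95% binomial interval of counting error. Tgfbr3 lies lowest with a log2 ratio of -1.02, and Cxcl9 lies highest with 2.46.

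Of the 20 gene lists, 17 had enough tested genes for a percentile. Of these, 10 lay below the lower percentile limit and 3 lay above the upper limit, where 0.85 lists would be expected outside both limits by chance if the lists were independent. Several of them share genes, such as 20 of the 34 fatty acid metabolism genes and 25 of the 59 PPAR signaling genes, which other lists also hold. The percentiles of the steroid biosynthesis, mevalonate, cell cycle, interferon and inflammatory lists did not leave 0 or 100 under any alternative tried on the lists.

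To assess lipid metabolism, lists of sterol and fatty acid genes were compared. All 11 tested genes of steroid biosynthesis were lower in the PRP library, with a median log2 fold change of -0.98, below all 10000 random lists. A pseudocount of 5 moved this median most, to -0.80. All 13 genes of the mevalonate pathway and sterol-regulated uptake were lower as well, with a median of -0.91, also below all 10000 random lists. The members that changed most in the first list were Cyp51 (17.5 against 45.01 FPKM, ratio 0.390, interval 0.367 to 0.414), Nsdhl (ratio 0.358) and Sqle (ratio 0.439). In the second list they were Idi1, Mvd (ratio 0.346) and Acat2 (ratio 0.357). Fatty acid metabolism had a median of -0.25 over 31 genes (percentile 0.02) and biosynthesis of unsaturated fatty acids a median of -0.20 over 19 genes (percentile 0.66). PPAR signaling had a median of -0.17 over 40 genes (percentile 0.09). In these lists the desaturase gene Scd2 (chromosome 19, 44293674 to 44306864) fell most, with 38.5 against 110.5 FPKM (ratio 0.348, interval 0.336 to 0.361). Also among the members that fell most were Hmgcs1 (ratio 0.393), Acsl3 (0.394), Fads2 (0.490) and Elovl6 (0.471). Some members rose, among them Plin2 from 54.2 to 112.4 FPKM and Acot2 from 3.69 to 8.84 FPKM. Targets of the sterol receptor LXR had a median of -0.56 over 6 genes (percentile 0.01), with 5 lower and Abca1 slightly higher (0.02), or lower when the libraries were rescaled without mitochondrial and top genes. Those that fell most were Mylip (ratio 0.519), Lpcat3 (0.478) and Srebf1 (0.544). The list of adipogenic markers did not stand apart, with a median of 0.06 over 15 genes (percentile 70.6), 9 of them higher and 6 lower, and without a filter on low values its percentile was 44.97. Of the 25 genes in this list, 10 are also in other lists. A mean FPKM under 1 left 10 of the 25 untested. The 15 tested genes had a median of 3.32 FPKM in the PRP library and 3.42 in the control library. At such low values the list is a weak test of adipogenesis, although a pseudocount of 0.1 left it at percentile 69.3.

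Lists for signaling and inflammation moved the other way. All 19 tested interferon response genes were higher in the PRP library, 12 of them at least 2-fold, with a median of 1.28 that lay above all 10000 random lists. When the libraries were rescaled without mitochondrial and top genes, 18 were higher and 1 was lower. Cxcl9 of the study's panel is a member of this list. The largest changes were those of Isg15 (chromosome 4, 156199424 to 156200818), with 159.6 against 35.7 FPKM (ratio 4.46, interval 4.02 to 4.96), Ifit1 (ratio 3.88) and Usp18 (ratio 3.56). Inflammatory mediators had a median of 0.95 over 15 genes, above all 10000 random lists, with 14 genes higher. They were led by Cxcl1 (chromosome 5, 90891241 to 90893115), with 34.2 against 5.06 FPKM (ratio 6.75, interval 5.73 to 8.004), Cxcl2 (ratio 17.7, interval 9.12 to 39.3) and Ptgs2 (ratio 3.43). Transcriptional targets of ERK had a median of 0.29 over 18 genes (percentile 99.9), 13 of them higher, led by Fosl1 (ratio 2.72), Phlda1 (2.80) and Dusp4 (2.39). The other 5 were lower, among them Ccnd1 (log2 fold change -0.59) and Spred1 (-0.33). The Spry and Spred genes moved little or fell, with Spry1 at -0.18 and the highest of them, Spred2, at 0.12. Whether ERK or another signal raised the leading genes was not tested. Fosl1 shares 57.2% of its exon length with other genes, so its value is uncertain.

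**Figure D3:**
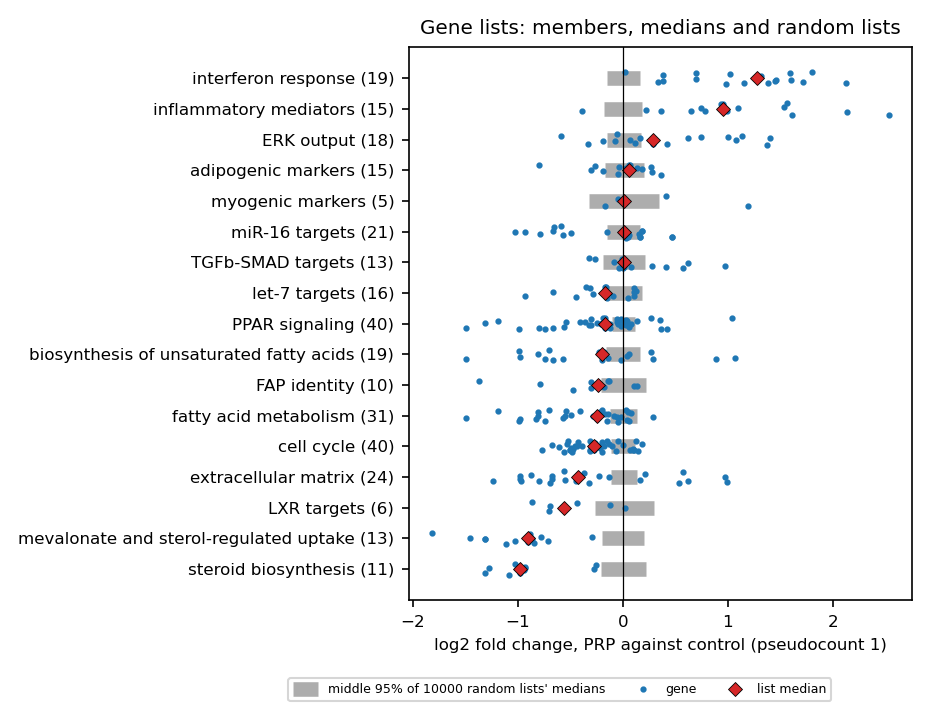
Log2 fold change of the tested genes (dots) and the median (diamond) of the 17 gene lists with a percentile, with the number of tested genes in parentheses and grey bars for the middle 95% of the medians of 10000 matched random lists. The interferon (1.28) and inflammatory (0.95) medians lie to the right of their bars, and the steroid biosynthesis (-0.98) and mevalonate (-0.91) medians lie to the left.

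Proliferation and matrix genes were compared next. The cell cycle list had a median of -0.28 over 40 genes, below all 10000 random lists, with 32 genes lower and 8 higher, or 33 and 7 when the libraries were rescaled or centred. Mki67 (chromosome 7, 135689784 to 135716361) had 22.6 against 39.2 FPKM (ratio 0.577, interval 0.555 to 0.599), followed by Ccnb2 (ratio 0.591) and Top2a (ratio 0.645). Genes of DNA replication moved less and in both directions. Mcm7 (log2 fold change 0.19), Pcna (0.10) and Rrm2 (0.09) were higher, whereas Mcm5 (-0.39) and Mcm4 (-0.26) were lower. The extracellular matrix list had a median of -0.43 over 24 genes, below all 10000 random lists, but its members moved in both directions, with 17 lower and 7 higher. The collagen VI genes fell most, namely Col6a1 (ratio 0.413, interval 0.391 to 0.435), Col6a2 (0.469) and Col6a3 (0.501), while Acta2 rose from 286.1 to 570.3 FPKM. Markers of FAP identity had a median of -0.24 over 10 genes (percentile 1.48), led by Dpt (ratio 0.374), Gsn (0.574) and Pdgfra (0.710). Targets of TGF-β and SMAD signaling did not stand apart at the settings used (median 0.01 over 13 genes, percentile 50.04), but lay near the upper limit, at percentile 96.99, when only the 7 genes with a mean FPKM of at least 5 were tested.

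The microRNA question was addressed with target lists and with seed matches. The list of let-7 targets had a median of -0.17 over 16 genes (percentile 2.31), led by Tgfbr3, Ccnd2 (ratio 0.619) and Thbs1 (ratio 0.732). Tgfbr3 is a member of both target lists, and the study picked it with a transcriptome of FAPs. Whether that was the one analysed here is not stated, so the lists were also tested without it. The let-7 percentile was then 3.55, inside the limits. The list of miR-16 targets had a median of 0.01 over 21 genes (percentile 54.3), or 59.0 without Tgfbr3, but the mean of this list lay at percentile 0.88. Of 10365 tested genes with a 3'UTR, 1162 had a let-7 site, with a median log2 fold change of -0.03 (percentile 0.06), and 2811 had a miR-16 site, with a median of -0.03, below all 10000 random lists. The 496 genes with both sites, among them Tgfbr3, had a median of -0.04 (percentile 1.67). At a mean FPKM of at least 5 the let-7 group and the group with both sites lay inside the limits, at percentiles 8.29 and 26.5. The miR-16 group stayed below the lower limit at that filter, at percentile 0.01. The reordered let-7 site, present in 1519 genes, gave a median of -0.04 that also lay below all 10000 random lists, whereas the reordered miR-16 site in 327 genes gave 0.01 (percentile 91.1). That site contains the dinucleotide CG and is far rarer than the real one, so it is no like-for-like control.

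Platelet, macrophage and endothelial markers were low in both libraries. None of the platelet, macrophage, endothelial and myogenic markers is in another list. Of 12 platelet and erythroid markers 1 gene had a mean FPKM of at least 1, with a log2 fold change of -0.80, and no value in this list above that filter exceeded 2.26 FPKM. Of 12 macrophage markers 3 passed the filter, with a median of 0.08 and a highest value of 7.57 FPKM. Of 10 endothelial markers 3 passed, with a median of 0.33 and a highest value of 4.73 FPKM. Myogenic markers had a median of 0.02 over 5 genes (percentile 54.4), or percentile 93.4 without a filter and 92.98 for the mean. Their highest value was that of Tnnc1, with 21.2 FPKM in the PRP library against 8.75 in the control library, and Acta1 had 15.1 against 11.1 FPKM.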

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

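The alternatives matched on GC content and exon length, without overlapping genes and without Tgfbr3 were chosen after the results were seen. Overlapping genes were removed for the count of changed genes only, and no list was retested without them. That leaves the ERK list unchecked in this respect, whose member Fosl1 shares 57.2% of its exon length. Of the 13 gene lists that stood apart, 12 stayed beyond their limit under every other alternative that gave a value. The let-7 targets were the exception. Of the 4 lists between the limits, 3 stayed there, the miR-16 targets being the exception. Steroid biosynthesis and the mevalonate list stayed at percentile 0 and the interferon and inflammatory lists at percentile 100. Their medians ranged from -1.09 to -0.80, from -1.09 to -0.74, from 0.62 to 1.32 and from 0.75 to 0.99. The cell cycle median ranged from -0.34 to -0.17 and the ERK median from 0.12 to 0.91. Centring shifts every gene alike and leaves percentiles as they were. The median of all genes lay between -0.02 and 0.01 under the alternatives. No paired analysis was possible because each group has 1 library.

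The number of genes changed at least 2-fold was 739 with a pseudocount of 0.1, 113 with a pseudocount of 5, 210 at a mean FPKM of at least 5, 596 after rescaling to a common sum, 638 after rescaling without mitochondrial and top genes, 1436 at a 1.5-fold threshold and 26 at a 4-fold threshold. Rescaling multiplies all values, so that a pseudocount of 1 weighs less. Genes were mostly higher under each of these settings, from 57.4% of the changed genes at the 1.5-fold threshold to 88.5% at the 4-fold threshold, against 70.7%. Leaving out the 939 genes that share at least 50% of their exon length with other genes gave 338 genes, 238 higher and 100 lower. Leaving out also the 430 genes without coordinates in M21 gave 275 genes, 194 higher and 81 lower.

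The Pearson r between the libraries was 0.985 without a filter, 0.962 at a mean FPKM of at least 5 and 0.962 with a pseudocount of 0.1. Spearman's rho was 0.918 without a filter and 0.930 at a mean FPKM of at least 5, against 0.956, so that r rose and rho fell without a filter. The stricter filter left 10 panel genes, of which 7 were lower. The cause of these shifts was not tested.

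The adipogenic list, near the middle of the random lists, was at percentile 44.97 without a filter and 36.6 with the mean in place of the median. The TGF-β and SMAD list crossed the middle at 49.3 without a filter, 49.98 after rescaling to a common sum, 49.7 after rescaling without mitochondrial and top genes and 49.8 with unmatched lists, and came near the upper limit at 96.99 for genes with a mean FPKM of at least 5 and at 91.2 with the mean. The myogenic list rose to 93.4 without a filter and 92.98 with the mean. The miR-16 target list was at 22.0 without a filter and at 0.88 with the mean in place of the median, as its lower members moved further, down to -1.03, than its higher members, up to 0.47. The let-7 target list lost its place beyond the limit with a pseudocount of 5 (percentile 3.77), without a filter (25.5) and without Tgfbr3 (3.55). At a mean FPKM of at least 5, genes with a let-7 site were at percentile 8.29 and genes with both sites at 26.5, with fewer genes tested (543 and 213). Genes with a miR-16 site stayed below the lower limit there, at percentile 0.01 with 1488 genes tested. Beyond these properties the cause of the changes was not tested.

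For the 61 single genes, 355 of 406 values under the alternatives stayed within the width of counting error. A filter cannot change a gene's own fold change, so the 61 values without a filter and the 50 at the stricter filter were bound to stay. Trdj1, whose interval has no upper limit, could not leave it either. At a pseudocount of 5, 21 of 59 values stayed. The direction changed for Cdc7 alone, to -0.00967 after rescaling to a common sum, -0.00453 after centring and -0.0241 after rescaling without mitochondrial and top genes. Another 48 values moved without a change of direction, 38 of them at a pseudocount of 5. The platelet, macrophage and endothelial lists had too few tested genes for a percentile and are not included, and the smallest lists gave none at the stricter filter.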

Other observations

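The patterns below were noticed in the data before they were tested, the tests on adipocytes and macrophages were chosen after the results they use had been seen, and the tests with many reordered sites were added after a reordered let-7 site had come out as low as the real one, which also settled how the test on sites for both microRNAs is read. With 1 library per group, a difference between cultures that has no link to the treatment stays open for each of them.

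The sterol genes fell together, 24 of 24 tested, under each scaling tried. GC content or exon length was argued against as the cause, since the steroid biosynthesis list stayed at percentile 0 among random lists matched on both. A smaller share of adipocytes would lower adipocyte markers at least as far as genes that other cells also express, but 0 of the 15 tested adipogenic markers fell as far as the median of the steroid biosynthesis list. The markers moved in both directions. Fabp4 (ratio 1.21) and Adipoq (5.49 against 5.22 FPKM) did not fall, while Lpl (ratio 0.810), Lipe (1.51 against 2.01 FPKM) and Plin4 (6.27 against 11.6 FPKM) did, and Adipoq, Lipe and Plin4 were chosen after their values were seen. This argues against fewer adipocytes as the whole cause and leaves a smaller part open. A candidate explanation is a lower activity of the sterol-responsive transcription factor SREBP2 in the treated culture, for example through lipid supplied with the plasma product. The LXR targets, which sterol excess would raise, were lower as a group at percentile 0.01, with 5 lower and 1, Abca1, near no change (4.59 against 4.50 FPKM). Neither account was tested further.

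The interferon genes rose from a summed 327.2 FPKM in the control library to 862.4 FPKM in the PRP library, a rise of 535.2 FPKM. GC content or exon length did not account for it, since the list stayed at percentile 100 among lists matched on both. Macrophages in the treated culture would bring their abundant transcripts, yet the summed FPKM of the 12 macrophage markers rose by 0.133 FPKM, from 12.4 to 12.6, and its most abundant gene Lyz2 fell from 7.57 to 4.91 FPKM while Cd68 rose from 2.31 to 4.56 FPKM. Of the 12 markers, 3 had a mean of at least 1 FPKM, and none is in another list. A response of the FAPs themselves to the human plasma product, or to a contaminant of it, may be the source and was not tested.

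Gsta1, Gsta3 (8.32 against 1.85 FPKM) and Srxn1 (226.0 against 65.7 FPKM) are targets of the oxidative stress factor NRF2 and were chosen after their values were seen. A list of 17 other NRF2 targets, written before their values were looked at, had a median log2 fold change of 0.73 at percentile 100, with 14 genes higher and 3 lower under each scaling tried. Among them were Slc7a11 (7.98 against 0.766 FPKM), Taldo1 (54.7 against 17.5 FPKM) and Gclc (66.5 against 23.8 FPKM), while Ftl1 fell from 205.5 to 145.1 FPKM. Matching on GC content and exon length left the list at percentile 100. A wider NRF2 response in the treated culture is consistent with these values, as a hypothesis found and tested in the same pair of libraries.

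All 13 protein-coding mitochondrial genes were lower in the PRP library (median -0.86), under each scaling tried, as were all 20 mitochondrial tRNA genes (median -0.65), whereas both mitochondrial ribosomal RNA genes were higher (median 0.31), also under each scaling tried. Rn18s-rs5, which carries ribosomal RNA sequence, rose from 3318 to 8090 FPKM, Rn7sk from 1.95 to 9.34 FPKM and the first entry of Snord3a from 3.85 to 24.6 FPKM. Carry-over of RNA without a poly(A) tail would raise replication-dependent histone genes, but the median of 20 such genes lay at percentile 69.1, and 0 of them rose at least 2-fold. Histone genes follow the cell cycle, whose genes were lower here by a median of -0.28. That is less than the rise of Rn18s-rs5 (1.29), Rn7sk (1.81) and Snord3a (2.40), so carry-over is argued against as the whole cause of those. It is about the size of the median of 123 snoRNA genes (0.29, 85 higher and 38 lower), so a small rise of such RNA in general stays open. A lower expression of the whole respiratory chain was not borne out, since 79 nuclear genes for its subunits had a median of -0.05 at percentile 8.40. What set these RNA classes apart stays open, and differences in RNA handling between the 2 libraries are not excluded.

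Let-7 sites offered little beyond their base composition. Reorderings that contain the dinucleotide CG were left out. Of 100 reorderings of the let-7 site, 16 (16%) had a shift against matched genes as low as the site itself (-0.02). For miR-16, 0 of 99 reorderings (0%) were as low as the site (-0.0215), although the lowest was close at -0.0214. Whether Tgfbr3 fell through repression shared by genes with both sites cannot be told apart from a site-independent shift, because the percentile of 1.67 moved to 26.5 at a mean FPKM of at least 5 and the control sites differ. The reordered let-7 site alone had a median of -0.04 at percentile 0. Genes with both reordered sites had a median of 0.01 at percentile 83.9, but they are only 83, random lists of that size reached -0.09, and the reordered miR-16 site contains CG and is rare, so this control decides nothing. The shifts of these groups are far smaller than the change of Tgfbr3.

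Genes nested in the exons of a gene on the opposite strand carried that gene's signal. Across 130 such pairs the log2 fold changes correlated with a Pearson r of 0.731, against 0.087 for the same holding genes and their nearest opposite-strand neighbour outside them. Genes are not independent replicates. The 210 pairs nested on the same strand had a lower r of 0.372, but many of their nested genes have few reads. Among pairs whose nested gene has at least 100 reads in both libraries together, a minimum set after these values were seen, r was 0.839 on opposite strands (92 pairs) and 0.882 on the same strand (81 pairs). This is consistent with reads having been counted for each overlapping gene on either strand, although the library kit is stranded. Values of the 939 tested genes that share at least 50% of their exon length with other genes, 41 of them changed at least 2-fold, are therefore uncertain.

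The PRP library had more genes above 0, 24407 against 23321 among genes with whole reads. The PRP fragments, taken as reads divided by 2, were thinned to the control depth. This left 23847 genes on average over 20 draws, or 48.4% of the excess. Deeper sequencing therefore explained only part of the excess if each fragment is taken as a separate molecule. The thinning takes no account of PCR duplicates, so it cannot tell whether a difference in duplication between the libraries left the rest.

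Some directions differ from those that the study describes from other assays on treated FAPs. Pparg was higher here with a ratio of 1.33 and Igfbp6 was lower with a ratio of 0.781. The cell cycle list was lower by its median, with 8 of 40 genes higher. The study describes lower Pparg, higher Igfbp6 and higher cell cycle genes after exosome treatment. The libraries here are labelled PRP and were made after adipogenic induction, and the reason for the differences was not tested.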
